A study of Macaca mulatta with 48 samples. Its data were reported in "Single-cell atlas of rhesus monkey testis reveals aging- and season-dependent regulation of spermatogenesis and microenvironment homeostasis" (2026).

How the data were processed

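Testis cells of 6 rhesus monkeys (Macaca mulatta) had been profiled by droplet-based single-cell RNA sequencing on the 10x Genomics platform, in which each captured RNA molecule carries a unique molecular identifier (UMI) and each cell a barcode. The animals fell into 3 age groups (prepubertal, adult and aged) of 2 animals, and each gave 1 testis in the non-breeding season and the other in the breeding season. The authors aligned the reads with Cell Ranger to the Mmul_10 assembly with Ensembl genes and deposited 12 filtered matrices of raw UMI counts per gene and barcode. Whether intronic reads were counted is not given in the sources used here. The matrices hold barcodes from before the cell filters described in the study's methods, and the authors' cell annotation was not used here.

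The labels list 48 samples, 8 in each of 6 age and season groups, and no label names a matrix. The age, season and animal of each of the 12 matrices were therefore read from the library sheet in the study's supplement, which gives 2 libraries per group. That sheet calls the youngest group pubertal and the labels call it prepubertal, and both were taken as the same group. No source says what the 8 listed samples per group are, so the number of replicates was taken as 2 libraries from 2 animals per group. Libraries are named below by group and animal, with animals numbered 1 and 2 within each age group.

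The matrices share 26530 features. Of these, 9920 had no gene symbol in the files, and 565 of those were named from a reference table pairing Ensembl identifiers with symbols. Another 52 features shared a symbol with a second feature and were kept under their identifiers. Gene positions are from the RefSeq annotation of Mmul_10, the assembly the authors used, and were matched by symbol. The counting by the authors could split reads among members of multigene families, so values of such genes are uncertain.

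Cells were filtered with the cell thresholds stated by the study, which kept barcodes with at least 300 genes, at most 30000 UMIs and at most 3% mitochondrial counts (13 mitochondrial genes). Doublets were scored with Scrublet in scanpy 1.11.5 in the 11 libraries with at least 500 cells. Its automatic threshold called under 0.5% of the cells in 6 of them and 7.62% to 11.7% in the other libraries, so in every scored library the highest-scoring cells were called at a rate of 0.8% per 1000 cells, a rule chosen after the automatic calls were seen. This removed 9430 cells (8.41%). No doublets were called in the breeding library of adult animal 2, which held too few cells. The removal of clusters with high estimated contamination by free RNA and the integration of libraries that the study applied were not used here.

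Counts were scaled to 10000 UMIs per cell and log-transformed, 2000 variable genes were scaled to a largest value of 10, and 30 principal components with 20 neighbours were clustered by the Leiden method at a resolution of 2 (lower alternative, 1) with scanpy, anndata 0.12.19, scikit-learn 1.9.0 and igraph 0.11.9 under Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Clusters were named from 14 marker lists fixed in advance. Each list was scored in a cluster by the mean log2 level of its markers over the median cluster (pseudocount 10 CPM, which are counts scaled by the total of the cluster or library). Among the lists within 0.5 of the highest score, the cluster took the name of the list with the most markers among its 10 leading genes, then of the list with the highest score. At least 3 markers had to be raised by log2 1 or more and be present in at least 5% of the cluster's cells. The 10 leading genes of a cluster were ranked by fold with a pseudocount of 20 CPM. Clusters with over 33.3% doublet calls, a limit set after the data were seen, stayed unnamed, as did those whose leading genes went against the name or whose UMI counts were low with no own marker among the leading genes. Names such as Sertoli cells below mean clusters like that type by these markers. Spermatogonia were clustered again, and sub-clusters were assigned to undifferentiated (10 genes) or differentiating (8 genes) spermatogonia by the higher score, if at least 3 markers were raised by log2 0.5 or more. Predicted doublets and cells with up to 10% mitochondrial counts were clustered with the other cells and then left out of the main counts.

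Counts were summed per library and class (for seasons) or per animal and class (for age), using libraries or animals with at least 20 cells of the class, so in the age tests an animal's sum could include a library with fewer. Genes passing filterByExpr were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM scaling over all groups, and p-values were adjusted by Benjamini-Hochberg within each class and comparison at a threshold of 0.05. There were 6 comparisons of genes: breeding minus non-breeding in each of 3 age groups, the difference of that change between adult and aged animals (the interaction), aged minus adult, and adult minus prepubertal. Numbers of cells per class were tested with the same tool with total cells as the offset and adjustment over 11 classes in each of 5 comparisons. Where an arm held 1 library, that library was assumed to vary like the other groups. Gene lists fixed in advance were tight junction (28 genes), adherens junction and desmosome-like (19), steroidogenic (15), MHC class II (22) and nuclear-encoded oxidative phosphorylation genes selected by symbol. They were tested with camera in limma 3.58.1 with its preset correlation, and p-values were adjusted over 12 tests. The double-negative share of T cells was compared between animals by a two-sided exact permutation test after each cell was thinned to 1000 UMIs.

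In each comparison of genes, the text names up to 3 genes with the largest rise and up to 3 with the largest fall among those with a symbol that passed the threshold and moved the same way in every library or animal, and 17 genes that the study names, whatever their values. Genes outside that rule are said to be chosen after their values were seen. Fold changes against a group without any UMI are lower bounds computed with 3 counts over the group. Intervals are exact 95% intervals and cover counting error only.

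The comparisons, marker and gene lists, the rule for named genes and 83 alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0 in place of edgeR, the size factors of DESeq2 (RLE) in place of TMM, no filter on low counts, at least 10 or 50 cells per library, fry in place of camera, each library or animal left out, mitochondrial counts up to 10%, doublets kept, the animal as a replicate block, a single season for the age comparisons, the lower clustering resolution, TMM factors over classes, germ and other cells as separate denominators, genes over 10 times higher in germ cells left out of other classes (free RNA), pseudobulk totals thinned to be equal, and unthinned cells or 500 UMIs for the double-negative share. Another 2 alternatives were chosen after seeing the data: leaving out adult-like cells of a prepubertal library, and leaving out spermatogonia of sub-clusters led by spermatid genes.

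The methods of the study state that the 2 testes of each animal were taken in different seasons, so libraries with the same animal number come from the same animal. Across genes, the deviations of an animal's 2 libraries from their group means correlated with r from -0.08 to 0.68 in 17 combinations of class and age. Genes are not independent replicates, so these coefficients carry no test. Between the libraries of a group, 13.8% to 83.5% of genes differed beyond counting noise, and no pair of libraries was taken as the same library.

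The tests were tried on simulated counts drawn from the real means and library sizes, with 200 genes changed by log2 2. For the adult season comparison, edgeR recovered 45.5% of them in spermatogonia (13788 genes) and 2.5% in late spermatocytes (16286 genes). It recovered 41% in Sertoli cells for the prepubertal season comparison (15436 genes), 47.5% in spermatogonia for the aged season comparison (13788 genes) and 16% for the interaction there. For aged minus adult it recovered 24.5% in Sertoli cells (15458 genes) and 55.5% in myeloid cells (4237 genes), and for adult minus prepubertal 87% in spermatogonia (14156 genes). Of the calls, in the same order, 7.14%, 28.6%, 15.5%, 5.94%, 15.8%, 15.5%, 5.13% and 5.95% were false, against the threshold of 5%. The 28.6% was among 7 calls. In the same order DESeq2 recovered 29.5%, 18.5%, 57.5%, 31.5%, 10%, 42.5%, 32.5% and 78%. Of its calls 3.28%, 26%, 24.3%, 0%, 4.76%, 22.7%, 1.52% and 1.89% were false. With 11 classes, a simulated 16-fold seasonal change of 1 class in adults was found in 18 of 20 simulations at an assumed dispersion of 0.3, with 4 other calls among 640 tests, but in 5 of 20 at the dispersion of 0.743 estimated from the libraries, with 2 other calls. Both camera and fry found 8 of 8 raised lists and 0 of 8 unchanged ones. Figures were drawn with matplotlib 3.10.9.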

Results

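Single-cell transcriptomes of the testis were collected from 6 rhesus monkeys, a primate that breeds seasonally, to ask how cell types and gene expression differ between the non-breeding and the breeding season and with age. The 12 libraries form 6 groups of 2, with n = 2 animals in each of the prepubertal, adult and aged groups. In prepubertal animals the total UMI count was 41507131 and 43405583 in the non-breeding libraries of animals 1 and 2, and 31491285 and 36972272 in their breeding libraries. In adult animals it was 40620446 and 40500855 in the non-breeding libraries and 33414352 and 959819 in the breeding libraries. In aged animals it was 34751107 and 38474624 in the non-breeding libraries and 23072680 and 27732400 in the breeding libraries. The breeding library of adult animal 2 held 333 barcodes with a median of 870 UMIs and a median mitochondrial share of 17.6%, and 117 of them (35.1%) passed the filter. Of these 117 cells, 46 carried a barcode that was also present in the breeding library of aged animal 1. The other 11 libraries held 7212 to 13159 barcodes with medians of 1775 to 3272 UMIs, of which 99.4% to 100% passed. In all, the files held 112577 barcodes, 112150 passed the filter, and 102720 were analysed after predicted doublets were left out. Because of its size, that adult library entered the season tests of genes only in late spermatocytes and elongated spermatids, so in every other class their adult breeding arm was a single library, assumed to vary like the other groups. In the age tests its cells were summed with those of the other library of adult animal 2.

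The cells fell into 41 clusters, and 31 of these (95545 cells) were named from the fixed markers into 11 classes. The 10 unnamed clusters held 7175 cells, and 7 of them were left unnamed for their share of doublets, by a limit set after the data were seen. The unnamed share was 14.3% ± 9.66 (SD, n = 2) in prepubertal non-breeding and 13.3% ± 0.351 in prepubertal breeding libraries. It was 4.78% ± 0.790 and 2.39% ± 0.241 in adult, and 3.67% ± 0.381 and 2.23% ± 0.683 in aged non-breeding and breeding libraries. Sertoli cells of prepubertal animals lay mostly in clusters 7 to 11 and 39, each with 79.6% to 99.1% of its cells from 1 library, so each of these may be that library and not a type. Sertoli cells of adult non-breeding libraries lay mostly in cluster 13 (83.4%), and those of adult breeding (58.0%), aged non-breeding (55.1%) and aged breeding libraries (71.2%) mostly in cluster 0, where the median UMI count was 0.349 times that of the cells' libraries and no marker of the class was among the leading genes. Leydig and interstitial cells lay mostly in cluster 12 in prepubertal and in cluster 15 in adult and aged animals. Cluster 15, led by MGP, IGFBP6 and DCN, had 4 of 12 markers of the class raised. Its score was 1.65, against 1.62 for the next list, elongated spermatids. At the lower resolution a cluster led by MGP, ACTA2, IGFBP6 and DCN was named peritubular. The name of most adult and aged cells of this class may therefore depend on the resolution. Peritubular cells lay mostly in cluster 25 in prepubertal and in cluster 16 in adult and aged animals. Cluster 30 held 34.3% and 35.7% of the late spermatocytes of adult non-breeding and breeding libraries. It had 0 own markers among its leading genes and a score of 1.91, against 1.61 for round spermatids. At the lower resolution a cluster also led by H1-8 and ODF3L1 was named round spermatids, so part of the class may change its name. Elongated spermatids lay mostly in cluster 36 in adult non-breeding libraries and in clusters 37 and 38 in adult breeding libraries. Stress response genes (DUSP1, RRAD, IER3, NR4A1, NR4A3, FOSB, BTG2) were among the leading genes of Sertoli clusters 8 to 11 and 39, and MAMU-DRB1 was among those of clusters 7 and 8. The T cell cluster 20 was led by IGKC, GZMB, GNLY and NKG7 and also by HBE1, and 85.6% of its cells came from the non-breeding library of aged animal 1. The hemoglobin genes HBA and HBE1 led elongated spermatid cluster 36, of whose cells 49.1% came from that same library.

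The first comparison asked whether the makeup of the testis changes with season. In adult animals, Sertoli cells made up 31.6% ± 22.1 (SD, n = 2) of the cells in the non-breeding and 3.85% ± 3.03 in the breeding season, a log2 change of -2.94 ± 1.52 (SE). Elongated spermatids were 6.39% ± 6.17 and 33.5% ± 0.957 (log2 change 2.39), and late spermatocytes 12.7% ± 7.55 and 31.4% ± 11.2 (1.30). Spermatogonia fell from 7.29% ± 1.95 to 1.44% ± 0.821 (log2 change -2.20), and early spermatocytes from 11.1% ± 4.76 to 3.82% ± 3.06 (-1.65). None of the 11 classes passed the threshold by edgeR in adults (lowest adjusted p 0.570), 0 had an unadjusted p under 0.05, and 0 passed under any of the alternatives. Among the alternatives to these class changes, leaving out the small breeding library of adult animal 2 moved 5 of the 11 values over 1.5 times, for example that of early spermatocytes to -2.74. Without the breeding library of adult animal 1 early spermatocytes changed by -0.89. Late spermatocytes changed by 0.80 without the non-breeding library of adult animal 1 and by 2.09 without that of animal 2, and elongated spermatids by 4.04 without the latter. In aged animals no class passed either, and 1 had an unadjusted p under 0.05. T cells there made up 9.84% ± 13.4 in the non-breeding and 0.639% ± 0.415 in the breeding season, a log2 change of -3.95 ± 1.63 (adjusted p 0.198). Without the non-breeding library of aged animal 1 this change was 0.87, and without that of aged animal 2 T cells passed the threshold.

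**Figure D1:**
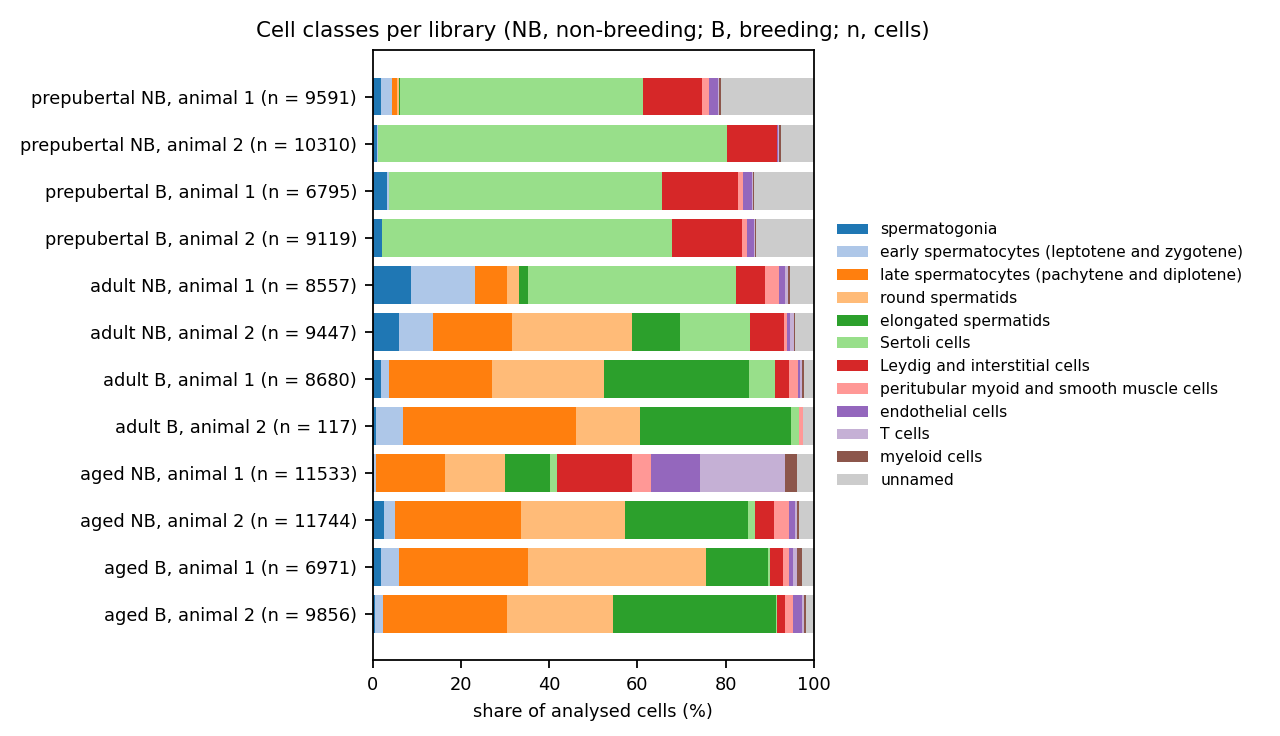
Share of analysed cells (%) in each of 11 cell classes and in unnamed clusters (grey) for the 12 libraries, 1 bar per library, with the number of cells beside it. In adult animals Sertoli cells averaged 31.6% in the non-breeding and 3.85% in the breeding season, and the breeding library of adult animal 2 rests on 117 cells.

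In prepubertal animals 3 classes passed the threshold by edgeR. Late spermatocytes changed by log2 -8.71 ± 2.47 (adjusted p 0.00855), round spermatids by -6.89 ± 2.44 and elongated spermatids by -6.80 ± 2.43 (adjusted p 0.0246 for both). These fitted changes are no bounds, because the 117, 33 and 31 cells concerned all came from the non-breeding library of animal 1. That library also held all 1124 cells (11.7% of it) that clustered with those of older animals and were nearly absent from the other prepubertal libraries. In the breeding library of animal 1, 0 of 6795 cells were in any of the 3 classes, which allows a share of up to 0.0442%. The number of classes past the threshold was 0 without the non-breeding library of animal 1, 0 without either breeding library and 4 without the non-breeding library of animal 2. It was 1 with the animal as a replicate block and 0 when the adult-like cells were left out, an alternative chosen after seeing the data.

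With age, Sertoli cells were lower in aged than in adult animals by log2 -4.38 ± 1.01 (edgeR, adjusted p 0.0415, 2 animals per group), the only one of 11 classes past the threshold. In aged animals they made up 1.48% ± 0.0251 of the cells in non-breeding and 0.369% ± 0.148 in breeding libraries. The change without 1 of the 4 animals lay between -4.70 and -3.96, and no class passed in any of these fits, whichever of adult animals 1 and 2 or aged animals 1 and 2 was left out. Spermatogonia changed by log2 -2.10 ± 0.93 (adjusted p 0.223), which did not pass. Endothelial cells changed by 2.59 ± 1.12 (adjusted p 0.223), T cells by 3.19 ± 1.60 (adjusted p 0.243) and myeloid cells by 1.59 ± 1.10 (adjusted p 0.356). Without aged animal 1, which held 2295 of the 2370 aged T cells, the T cell change was -1.01, that of endothelial cells 1.24 and that of myeloid cells 0.25. Myeloid cells changed by 2.49 and 1.05 without adult animals 1 and 2. From prepubertal to adult animals no class passed by edgeR (lowest adjusted p 0.0774), although 3 had an unadjusted p under 0.05, and round spermatids changed by 7.67 ± 2.20 and elongated spermatids by 7.24 ± 2.19. With prepubertal animal 1 left out, round spermatids changed by 14.79 and elongated spermatids by 14.27. Both are fitted values against 0 prepubertal cells and are no bounds.

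Genes were then compared between seasons within each class. In adult animals 383 genes passed the threshold by edgeR, 378 higher and 5 lower in the breeding season, of 11 classes tested. At an unadjusted p under 0.05 there were 9130 genes, and DESeq2 called 464, of which 214 were shared. Spermatogonia held 290 of the genes (287 higher), peritubular cells 91 (89 higher) and early spermatocytes 2 (BPIFA3 and SPPL2C, chosen after their values were seen), where DESeq2 called 160, 60 and 111. The other 8 classes had 0 genes by edgeR, with 203 to 1249 genes each at an unadjusted p under 0.05 and 133 genes over these classes by DESeq2. By ratio, leaving out the breeding library of adult animal 1 moved the count most, since only 2 classes could then be fitted and 3 genes passed. With the animal as a replicate block 6407 genes passed (4719 higher and 1688 lower), with 290 of the 383 among them. Under the block, late spermatocytes held 2101 genes, the most of any class, followed by Sertoli cells with 1024 and Leydig and interstitial cells with 990. Spermatogonia then held 553, early spermatocytes 424 and peritubular cells 0. Outside late spermatocytes and elongated spermatids the block rests on the pair of libraries of adult animal 1. Without the non-breeding library of adult animal 1 233 genes passed, and without that of animal 2 2977 passed. In peritubular cells 0 genes passed without the non-breeding library of animal 1 and 210 without that of animal 2, in spermatogonia 180 and 456, and in early spermatocytes 27 and 356. Of the 91 peritubular genes, 84 were not spermatid markers, and 50 of these (59.5%) had a level over 10 times higher in germ cells than in adult non-breeding peritubular cells, against 5.46% of the 6597 genes tested.

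Among the named genes of the adult season comparison, SLFNL1 (ENSMMUG00000017103, chromosome 1, 183548801 to 183554625) was higher in breeding spermatogonia by log2 4.76 ± 0.93 (SE, edgeR adjusted p 0.00404), from 11 UMIs in 1 library against 6 UMIs in 2. It was the only one of the 25 genes named by the rule that passed in every alternative run for it. PPP1R32 (ENSMMUG00000014913, chromosome 14, 12686979 to 12696812) in peritubular cells had 38 UMIs against 2, a ratio of 55.0 with a counting interval of 14.2 to 470.3 (edgeR adjusted p 0.00632), and did not pass with the animal as a replicate block. HYAL1 (ENSMMUG00000020121, chromosome 2, 106424033 to 106428067) in spermatogonia had 8 UMIs against 3, a ratio of 40.2 with an interval of 9.64 to 235.2 (edgeR adjusted p 0.0457). In spermatogonia RYR1 (ENSMMUG00000002897, chromosome 19, 37680723 to 37840193) had 0 UMIs in the breeding and 145 in the non-breeding season, which makes it at least 3.21-fold lower. By the same measure IPMK (ENSMMUG00000063429, chromosome 9, 79766334 to 79850873) was at least 3.07-fold and RNF217 (ENSMMUG00000003134, chromosome 4, 28497168 to 28634226) at least 2.68-fold lower. PPP1R32, HYAL1 and RNF217 did not pass without the non-breeding library of adult animal 1, with fitted log2 changes of 8.71, 3.90 and -6.96. All of these genes are annotated as protein-coding. Of the 290 spermatogonial genes, 243 (83.8%) had a level over 10 times higher in spermatids than in adult non-breeding spermatogonia, against 5.0% of the 13788 genes tested. When spermatogonial sub-clusters led by spermatid genes were left out, an alternative chosen after seeing the data, 21 of the 175 spermatogonia of the breeding library were left and 21 genes passed. With as many spermatogonia of each library left out at random, 0 to 44 genes passed in 20 draws (median 7).

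In aged animals 4 genes passed between seasons by edgeR, 1 higher and 3 lower, with 3811 at an unadjusted p under 0.05 and 7 by DESeq2. With the size factors of DESeq2 1 gene passed, which was higher, and with the animal as a replicate block 129 did. RRAD (ENSMMUG00000049583, chromosome 20, 54097485 to 54101894, protein-coding), a stress response gene, was higher in breeding peritubular cells by log2 3.58 ± 0.52 (adjusted p 0.0447). It did not pass under the block, nor without the breeding library of aged animal 1 (3.78) or 2 (3.31). The 3 lower ones were features without a symbol in elongated spermatids, ENSMMUG00000020092, ENSMMUG00000028701 and ENSMMUG00000040771, chosen after their values were seen. Leaving out a breeding library gave 21 genes (aged animal 1) or 31 (animal 2), and leaving out a non-breeding library gave 21 (animal 1) or 172 (animal 2). In elongated spermatids these were 21, 31, 9 and 125, and in peritubular cells 0, 0, 12 and 6. In prepubertal animals 5 genes passed by edgeR, all lower in the breeding season and all in peritubular cells, with 3769 at an unadjusted p under 0.05 and 132 by DESeq2. In 3 classes no test was possible there, because no breeding library held enough cells of them. SFRP2 (ENSMMUG00000015851, chromosome 5, 151419262 to 151427839) and CST9L (ENSMMUG00000045312, for which the RefSeq annotation has no gene of that symbol) each had 0 UMIs in 2 breeding libraries and 52 in 1 non-breeding library, so each was at least 15.3-fold lower. COL4A4 (ENSMMUG00000013233, chromosome 12, 114457002 to 114612826) was at least 10.3-fold lower. None of these 3 passed without the breeding library of animal 1 or without that of animal 2, where the fitted log2 changes were -8.32 and -8.33 for SFRP2 and for CST9L and -7.75 and -7.77 for COL4A4. The other 2 were COL1A1 and DCN, chosen after their values were seen. The single non-breeding library with enough of these cells is that of animal 1, which held the adult-like cells, and 0 genes passed when those cells were left out. With the animal as a replicate block 674 genes passed, none of them among the 5. The count was 2 without the breeding library of animal 1, 0 without that of animal 2, 0 without the non-breeding library of animal 1 and 140 without that of animal 2. In peritubular cells 0 passed without either breeding library.

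Whether the seasonal change differs between adult and aged animals was tested as an interaction. By edgeR 30 genes passed, all in spermatogonia and all with a larger rise in adults, with 4853 at an unadjusted p under 0.05 and 37 by DESeq2, 23 of them shared. The other 10 classes had 0 genes by edgeR, 4091 at an unadjusted p under 0.05 and 14 by DESeq2. With the animal as a replicate block 2260 genes passed, among them the 30, and Leydig and interstitial cells held 797 of them, Sertoli cells 512, spermatogonia 283 and late spermatocytes 100. PRM2 (ENSMMUG00000010953, chromosome 20, 11240869 to 11241726) had an interaction of log2 4.09 ± 0.85 (adjusted p 0.0438), with 3184 CPM in adult breeding and 245 CPM in adult non-breeding spermatogonia. BPIFA3 (ENSMMUG00000008928, chromosome 10, 68426112 to 68436476) had 4.0 ± 0.75 (adjusted p 0.0332), with 133 and 6.38 CPM. PRSS2 (ENSMMUG00000051032, chromosome 3, 169352548 to 169356959) had 3.86 ± 0.69 (adjusted p 0.0239), with 184 and 9.38 CPM, and as a member of a multigene family its counts are uncertain. None of these 3 genes passed without the breeding library of aged animal 1 (PRM2 at 3.91, BPIFA3 at 3.64 and PRSS2 at 3.53), without that of aged animal 2 (4.19, 4.2 and 4.05) or without the non-breeding library of aged animal 1 (3.37, 3.60 and 3.46). All 30 genes (100%) were over 10 times higher in spermatids than in adult non-breeding spermatogonia. Over all classes the count was 1 without the breeding library of adult animal 1, where spermatogonia could not be fitted, and 778 without the non-breeding library of adult animal 2, of which 167 lay in spermatogonia. It was 10 and 8 without the breeding libraries of aged animals 1 and 2 (0 and 1 in spermatogonia), and 12 and 105 without their non-breeding libraries (0 and 52).

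The study described seasonal changes of junction, energy and steroid genes in adults, so lists fixed in advance were tested. No list passed by camera (adjusted p 0.206 to 0.506 over 12 tests) or by fry (0.275 to 0.935). The median log2 change of tight junction genes from the non-breeding to the breeding season was -0.18 in Sertoli cells (24 genes), -0.31 in early spermatocytes (18 genes) and -0.55 in late spermatocytes (22 genes). The Sertoli cells behind this and the other seasonal values of the class lay mostly in cluster 13 in non-breeding and in cluster 0 in breeding libraries. Adherens junction and desmosome-like genes had medians of -0.18 (18 genes), -0.29 (13 genes) and -0.66 (16 genes) in the same classes. Without the non-breeding library of adult animal 1 the tight junction median was 0.016 in early spermatocytes and -0.089 in Sertoli cells, and the adherens junction median in early spermatocytes was -0.70. The latter was -0.62 without the non-breeding library of adult animal 2. Without the breeding library of adult animal 1 the medians in late spermatocytes were -4.93 for tight and -5.35 for adherens junction genes. The breeding arm was then 46 cells with 51453 UMIs, so these are medians of fitted changes at low depth and no bounds. Oxidative phosphorylation genes had a median of -0.16 in early spermatocytes (82 genes), -0.15 in late spermatocytes (83 genes) and 0.083 in spermatogonia (83 genes). With the animal as a replicate block the median in early spermatocytes was -0.27 and passed by camera, and that in spermatogonia was -0.0016. Without the non-breeding library of adult animal 1 the medians in early spermatocytes, late spermatocytes and spermatogonia were -0.036, -0.030 and 0.16. Without the non-breeding library of adult animal 2 the early and late spermatocyte lists passed, with medians of -0.26 and -0.13, and the spermatogonial median was -0.051. In late spermatocytes the median was -0.92 without the breeding library of adult animal 1, again with 46 cells in that arm, and 0.085 without that of adult animal 2. Adult and aged Leydig and interstitial cells lay mostly in cluster 15, whose name may depend on the resolution. The steroidogenic list in this class had a median of -0.26 between seasons in adults (13 genes). From adult to aged animals its median was -0.049 (14 genes), with a mean of 0.21 and a camera direction of down. Without aged animal 2 that median was 0.13, without aged animal 1 -0.14, and without adult animals 1 and 2 -0.12 and -0.028. From adult to aged animals 3 steroidogenic genes passed when adjusted over the list alone and 0 over all genes tested, and in the other 11 tests 0 genes passed either way.

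With age, 1256 genes differed between adult and aged animals by edgeR, 1093 higher and 163 lower in aged animals, with 14988 at an unadjusted p under 0.05 and 1830 by DESeq2, of which 499 were shared. By ratio, leaving out adult animal 1 moved the count most, to 225 genes, and the absence of a filter on low counts gave 5833. Early spermatocytes held 727 genes (652 higher), spermatogonia 344 (299 higher), peritubular cells 135 (112 higher) and endothelial cells 37 (26 higher, 70.3%). With the size factors of DESeq2, endothelial cells held 218 genes, of which 88.1% were higher. DESeq2 gave another order of classes, with 777 genes in Sertoli cells, 331 in spermatogonia, 174 in endothelial cells and 149 in late spermatocytes. Leydig and interstitial cells followed with 131, early spermatocytes with 102 and peritubular cells with 90. In simulated counts of Sertoli cells for this comparison, 22.7% of the DESeq2 calls were false, against 15.5% by edgeR. By edgeR myeloid cells held 6 genes, Sertoli cells 3 (CNTN4, LAMA2 and PERP, all higher) and elongated spermatids 2 (NYAP1, higher, and ENSMMUG00000043490, lower), these being chosen after their values were seen. The Sertoli cells compared lay in different shares of clusters 0 and 13. Leydig and interstitial cells held 1, PLAC1, and round spermatids 1, ENSMMUG00000043490, both lower and both chosen in that way. The other 2 classes, late spermatocytes and T cells, had 0 genes by edgeR, 2389 at an unadjusted p under 0.05 and 168 by DESeq2. The count over all classes was 2306 without adult animal 2, 1087 without aged animal 1 and 2859 without aged animal 2. In early spermatocytes it was 18 without adult animal 1 and 297 without aged animal 1, and in spermatogonia 73 and 148, with 592 there without aged animal 2. In peritubular cells it was 0 and 3 without adult animals 1 and 2, and 37 and 772 without aged animals 1 and 2. Leaving out adult animal 1, adult animal 2, aged animal 1 and aged animal 2 in turn gave 0, 1004, 451 and 607 genes in endothelial cells, 38, 54, 2 and 27 in myeloid cells, 45, 25, 121 and 59 in elongated spermatids and 33, 165, 30 and 23 in round spermatids. Sertoli cells held 0, 0 and 1 without adult animal 1, aged animal 1 and aged animal 2, and Leydig and interstitial cells 0, 0 and 6 without adult animal 1, adult animal 2 and aged animal 2. Of the 1071 genes of spermatogonia and early spermatocytes, 678 (63.3%) had a level over 10 times higher in spermatids than in the class, against 4.49% of the genes tested.

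In peritubular cells HBA (ENSMMUG00000029310, chromosome 20, 190724 to 191412) had 1137 UMIs in aged and 0 in adult animals and was at least 208-fold higher. HBE1 (ENSMMUG00000041831, chromosome 14, 63022895 to 63024314) was higher there by log2 8.77 ± 1.38 (edgeR adjusted p 0.0317), with 3218 and 7.39 CPM. Without adult animal 1, adult animal 2 or aged animal 1 HBA did not pass, with fitted log2 changes of 11.39, 11.75 and 6.96 against 11.55 with all animals. HBE1 did not pass without adult animals 1 and 2 (8.30 and 8.90), and without aged animal 1 its change was 4.75. Both belong to the hemoglobin gene families, which makes their counts uncertain, and both are transcripts of blood cells. FABP4 (ENSMMUG00000020987, chromosome 8, 81955619 to 81960248) was at least 10.8-fold higher in aged endothelial cells. TMEM176B (ENSMMUG00000008596, chromosome 3, 176806362 to 176816426) was at least 6.84-fold and ID3 (ENSMMUG00000043586, chromosome 1, 201209416 to 201211335) at least 3.46-fold lower in aged early spermatocytes. PLAC1 (ENSMMUG00000023039, chromosome X, 130829770 to 130979019) was at least 11-fold lower in aged peritubular cells, from 18 adult UMIs. FABP4 did not pass without adult animal 1 (fitted log2 change 9.07) or aged animal 1 (7.82), and TMEM176B did not pass without adult animal 1 (-6.04). ID3 did not pass without any of adult animals 1 and 2 and aged animals 1 and 2 (-5.26, -6.48, -6.54 and -6.50), nor did PLAC1 without adult animal 1, adult animal 2 or aged animal 1 (-6.45, -6.52 and -6.26). From prepubertal to adult animals 9495 genes passed by edgeR, 7152 higher and 2343 lower, with 23703 at an unadjusted p under 0.05 and 10751 by DESeq2, of which 8362 were shared. Sertoli cells held 3064 and Leydig and interstitial cells 2525, classes whose cells lay in different clusters in the 2 age groups. The count was 4979 without adult animal 2 and 4975 without prepubertal animal 2. In Sertoli cells it was 1244 without adult animal 2, 1815 without prepubertal animal 1 and 1148 without prepubertal animal 2. In Leydig and interstitial cells it was 1485 and 893 without adult animals 1 and 2 and 1572 without prepubertal animal 2. In late spermatocytes SPEM1 (ENSMMUG00000015622, chromosome 16, 7187396 to 7188615) was at least 13.0-fold higher in adults. TMDD1 (ENSMMUG00000060905, without a RefSeq gene of that symbol) and PRR30 (ENSMMUG00000002393, chromosome 13, 81829255 to 81831856) were each at least 11.4-fold higher. The prepubertal arm of these 3 values is 1 animal, whose late spermatocytes are adult-like cells of its non-breeding library. SPEM1 was also among the leading genes of elongated spermatid cluster 38, so spermatid RNA in adult late spermatocytes stays open for it. In Sertoli cells LIF (ENSMMUG00000048630, chromosome 10, 21292067 to 21304985) was at least 20.2-fold and ACKR4 (ENSMMUG00000051713, chromosome 2, 34868224 to 34877353) at least 16.4-fold lower in adults. MYOC (ENSMMUG00000013649, chromosome 1, 28959250 to 28975470) was at least 10.7-fold lower in Leydig and interstitial cells. LIF did not pass without adult animal 1 or prepubertal animal 1 (fitted log2 changes -8.96 and -8.55), and MYOC did not pass without adult animal 1, adult animal 2 or prepubertal animal 2 (-8.49, -8.52 and -7.45).

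Spermatogonia were divided into 11 sub-clusters to ask whether their stages shift. Sub-clusters 0 and 3 were undifferentiated and 5 and 6 differentiating by the fixed genes, and the others stayed unnamed. Sub-clusters 1 and 10 were led by spermatid genes (SMCP, TPPP2, PRM1, PRM2, TNP1 and others), and 50.5% to 71.4% of the cells of sub-clusters 4, 8, 9 and 10 had been called doublets before these were left out. In adults the undifferentiated share of spermatogonia changed from the non-breeding to the breeding season by log2 -5.34 ± 2.11 (edgeR adjusted p 0.0686), which did not pass, and by -5.40 with the animal as a replicate block, which did. The breeding arm was the library of adult animal 1, with 175 spermatogonia, of which 1 was undifferentiated. Sub-cluster 1 changed by log2 4.93 ± 1.58 and sub-cluster 7 by log2 -9.19 ± 3.08 (adjusted p 0.0192 for both, edgeR), and under the block 6 sub-clusters passed. The value of sub-cluster 7 is fitted against 0 of 175 breeding cells, which allows a share of up to 1.71%, and is no bound. Without the non-breeding library of adult animal 1 0 sub-clusters passed, and without that of animal 2 5 did. Sub-cluster 1 made up 148 of 175 cells (84.6%) of that breeding library, and 0.135% and 5.37% of the adult non-breeding libraries of animals 1 and 2. It also made up 83.7% and 24.1% of the aged non-breeding and 92.6% and 85.5% of the aged breeding libraries. Sub-cluster 7 was 55.8% of the spermatogonia of the non-breeding library of adult animal 1 and 3.04% of that of animal 2. From adult to aged animals the undifferentiated share changed by log2 -1.70 ± 1.43 (edgeR adjusted p 0.732), without aged animal 1 by -0.98, and without aged animal 2 by -3.32, which passed. Sub-clusters 7 and 8 were lower in aged animals by edgeR, and neither passed without adult animal 1, aged animal 1 or aged animal 2.

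**Figure D2:**
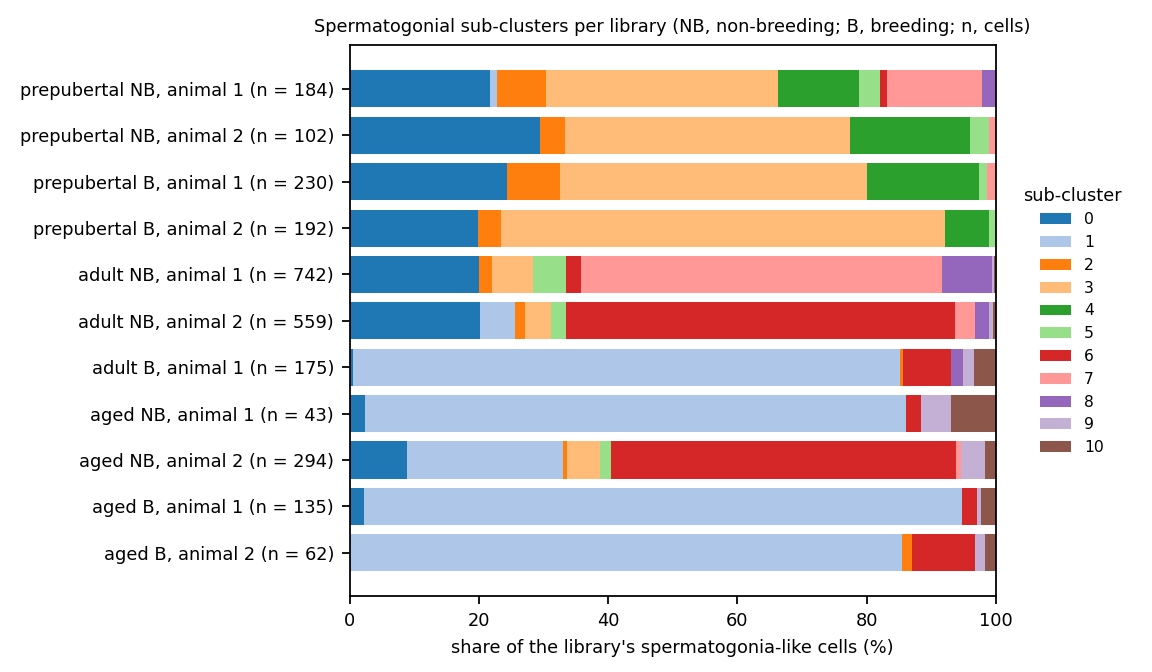
Share of spermatogonia (%) in each of 11 sub-clusters, 1 bar per library with at least 20 spermatogonia, with the number of cells beside it. Sub-cluster 1 makes up 84.6% of the breeding library of adult animal 1 and 0.135% and 5.37% of the adult non-breeding libraries.

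The study reported an enrichment of CD3-positive T cells without CD4 and CD8 (double-negative) in aged testes, from sub-clustering, flow cytometry and qPCR. The cells called T cells here are cluster 20, which had 12 of 12 T cell markers raised but 0 among its 10 leading genes, and GNLY, NKG7 and GZMB among the latter are also genes of natural killer cells. Natural killer cells were not separated, so the shares below are shares of that class and not of T cells alone. At 1000 UMIs per cell, 43 of 50 T cells of adult animal 1 (86.0%, exact 95% interval 73.3% to 94.2%) and 21 of 25 of adult animal 2 (84.0%, 63.9% to 95.5%) had no UMI of CD4, CD8A and CD8B. In aged animals these were 1719 of 1911 (90.0%, 88.5% to 91.3%) and 27 of 29 (93.1%, 77.2% to 99.2%). Thinning left out 42 and 58 shallower T cells of the adult and 384 and 46 of the aged animals. The difference of the animal means was 6.53 percentage points, with a two-sided exact permutation p of 0.333, the smallest that 2 against 2 animals can give. The difference was 2.40 percentage points in unthinned cells, 2.79 with doublets kept and 2.31 in non-breeding libraries alone. In breeding libraries alone, where 1 adult animal had T cells, it was -1.48. Without adult animals 1 and 2 it was 7.61 and 4.17, and without aged animals 1 and 2 it was 4.66 and 4.95. The thinned share was 83.3% and 78.8% in prepubertal animals 1 and 2. In a separate draw of 1000 UMIs per cell, over the cells of both animals of an age, a UMI of the 3 genes was found in 10.7% of 75 adult and 9.69% of 1940 aged T cells, whose class had median depths of 903 and 1400 UMIs before thinning. In spermatogonia, which should lack these genes, it was found in 0.811% and 0.434% of thinned cells, with median depths of 3499 and 2272.5 UMIs before thinning. A UMI of CD3 genes was found in 30.7% of adult and 29.5% of aged T cells in that draw. The summed level of CD4 was 23.7 CPM in aged and 26.0 CPM in adult T cells, that of CD8A 36.3 and 59.4 CPM and that of CD8B 25.9 and 33.4 CPM, all too few UMIs for a test. CD3D changed by log2 -0.75 ± 0.45 (edgeR adjusted p 0.411).

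**Figure D3:**
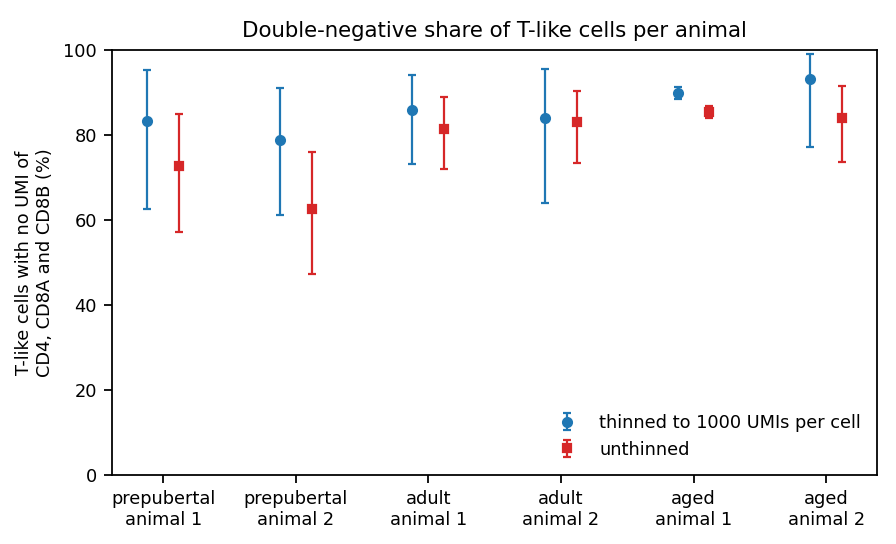
Share of T cells (%) without a UMI of CD4, CD8A and CD8B in each of 6 animals, with cells thinned to 1000 UMIs (circles) and unthinned (squares); bars are exact 95% intervals, which cover counting error only. The thinned shares are 86.0% and 84.0% in adult and 90.0% and 93.1% in aged animals, within the interval of adult animal 2.

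In myeloid cells, the study described age-related changes of macrophage genes. Of the MHC class II list 5 genes could be tested, with a median change from adult to aged animals of -0.13, a mean of 0.10 and a camera direction of up (adjusted p 0.437). Without adult animal 1 the median was 0.98 and the list passed by camera, without adult animal 2 it was -0.57, and without aged animal 1 it was 0.078. SPAG16 changed by log2 0.23 ± 0.46, STAB1 by -0.10 ± 0.60 and CD86 by -0.95 ± 0.53, and none of them passed by edgeR. SPAG16 changed by -0.059 without aged animal 1 and by -0.0013 without adult animal 1, and STAB1 by 0.52 and 0.55. Without aged animal 2 and adult animal 2 these were 0.45 and 0.68 for SPAG16 and -0.62 and -0.25 for STAB1. CD86 changed by -0.57 without aged animal 1 and by -0.52 without adult animal 1. A UMI of SPAG16 was found in 16.5% of aged and 9.09% of adult myeloid cells at 1000 UMIs per cell, and in 21.6% and 15.4% of unthinned cells at median depths of 1439 and 1424.5 UMIs. In endothelial cells the thinned share was 23.3% in aged and 18.5% in adult animals, with median depths of 1333.5 and 1566 UMIs before thinning, so the share in myeloid cells lay below that of a class which should lack the gene and was read as background.

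The 17 genes that the study names gave 19 tests with 0 past the threshold by edgeR and 4 at an unadjusted p under 0.05 (lowest adjusted p 0.411). Between seasons in adults, APOA1 changed by log2 -0.70 in early and -1.40 in late spermatocytes, PRSS21 by 0.61 and -0.14, and PPM1E by 0.35 and -0.99. Without the breeding library of adult animal 2 PRSS21 changed by 0.12 in late spermatocytes, and without the non-breeding libraries of adult animals 1 and 2 by -0.028 and -0.088, where PPM1E in early spermatocytes changed by 0.53 and 0.21. VIM changed by -0.68 in Sertoli cells, -2.17 in early and -0.62 in late spermatocytes, and with the animal as a replicate block the change in early spermatocytes was -2.43 and passed. CD44 in late spermatocytes changed by 1.03 from 38 to 40 UMIs, and by 0.17 without the non-breeding library of adult animal 1. Under the block its change was 3.02 and passed, and without the non-breeding library of adult animal 2 its change was 4.73. Without the breeding library of adult animal 1 its change was -6.80. This is a fitted value against 46 cells with 51453 UMIs and no bound. ERBB2 changed by 0.46 and ERBB4 by -1.90 in late spermatocytes, COL1A1 by 1.22 in Sertoli cells and PDGFD by -0.75 in spermatogonia. Without the breeding library of adult animal 1, changes in late spermatocytes were -12.31 for APOA1, -9.10 for ERBB4 and 0.94 for ERBB2. Those of VIM, PPM1E and PRSS21 were -1.50, -1.49 and -1.15. The breeding arm of these fits was 46 cells with 51453 UMIs. At that depth the falls of APOA1 and ERBB4 are fitted values and no bounds. NRG1 had 0 UMIs in breeding and 58 in non-breeding Sertoli cells, a difference that was not detectable at this depth.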

Values the study reported

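The study described 86,969 cells after its own filters, in 14 cell types. Its animals were 1, 6 and 22 years old, with n = 2 in each age group.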

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

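The tests on spermatid genes, on sub-clusters, on fewer cells and on shared barcodes in this part were chosen only after the results were seen, and the test of the small library was planned. The differences of seasonal changes in cell shares below were not tested themselves.

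The seasonal change of gene expression differed between adult and aged animals in 30 genes by edgeR without the animal as a block, all in spermatogonia. With the animal as a replicate block 2260 genes passed, of which 283 lay in spermatogonia, 797 in Leydig and interstitial cells and 512 in Sertoli cells, and what follows concerns spermatogonia only. All 30 (100%) were over 10 times higher in spermatids than in adult non-breeding spermatogonia, against 5.0% of the 13788 genes tested. Among the 290 genes of adult spermatogonia that passed between seasons, 243 (83.8%) were such genes. A mixture model that took the profile of each sub-cluster from other libraries gave the observed sign for 289 of the 290 genes (99.7%), and a change at least 0.5 times as large as observed for 274 of them (94.5%). Spermatid RNA in cells called spermatogonia, from free RNA or from doublets, is therefore a candidate explanation, as is a shift toward sub-cluster 1. That sub-cluster was led by spermatid genes and made up 84.6% of the adult breeding library that entered the test. The interaction count in spermatogonia was 0 and 1 without the breeding libraries of aged animals 1 and 2, 0 and 52 without their non-breeding libraries and 167 without the non-breeding library of adult animal 2, and it could not be fitted without the breeding library of adult animal 1. In simulated counts 15.8% of the calls of this test were false. Without sub-clusters led by spermatid genes 21 genes passed between seasons in adult spermatogonia, against 290 with them, but that left 21 of the 175 cells of the breeding library. With as many cells left out at random a median of 7 genes passed over 20 draws, and 16 draws gave 21 genes or fewer, so the fall may come from fewer cells alone and says nothing on spermatid RNA. The adult breeding arm is a single library, so a property of that library and a seasonal change stay open, and no biological difference was separated from them.

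The share of spermatogonia changed from the non-breeding to the breeding season by -6.66 and -5.06 percentage points in adult animals 1 and 2, by 1.56 and -1.87 in aged animals 1 and 2 and by 1.47 and 1.12 in prepubertal animals 1 and 2. The difference of the mean changes between adult and prepubertal animals was -7.15 percentage points and was not tested. The small breeding library of adult animal 2 does not carry this alone. Over the 3 classes with the largest adult differences (Sertoli cells, elongated spermatids and spermatogonia), leaving that library out moved no log2 change by more than 1.23 times. Another library did more, since without the non-breeding library of adult animal 2 elongated spermatids changed by 4.04 in place of 2.39. With each adult library left out in turn, Sertoli cells changed by -4.21 to -1.96 and spermatogonia by -3.09 to -1.85. Shares sum to a whole, so a rise of spermatids in the breeding season lowers every other share in adults, which may explain part of the fall. Season acting differently by age stays open.

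The share of Leydig and interstitial cells changed by -3.38 and -7.68 percentage points in adult animals 1 and 2, by -14.2 and -2.56 in aged animals 1 and 2 and by 3.98 and 4.52 in prepubertal animals 1 and 2. The breeding library of adult animal 2 held 0 such cells among its 117. The difference of the mean changes was -9.78 percentage points between adult and prepubertal animals and -12.6 between aged and prepubertal animals. Neither was tested. Leydig and interstitial cells were among the 5 of 11 classes whose adult log2 change moved over 1.5 times without the small library (from -1.88 to -1.17), so in this class the size of the adult change may rest on that library. Without the breeding library of adult animal 1 it was -12.25, a fitted value against 0 cells. With germ and non-germ cells as separate denominators it was 0.056, so the lower adult share may follow from the higher share of germ cells. The cells of this class lay in different clusters in prepubertal than in older animals, which leaves a difference in cell type within the class open too.

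Of the 333 barcodes of the small breeding library of adult animal 2, 46 (13.8%) were also in the breeding library of aged animal 1, where chance would give 0.688. The shared barcodes had a median mitochondrial share of 0.231% and the others of 20.8%. Profiles of the same barcode in both libraries correlated with a mean r of 0.304 across 8876 genes, against 0.211 for other pairs (permutation p 1e-05, the smallest that 100000 permutations can give). The same barcode was the best match for 6 of the 46. The values are consistent with reads of the aged library in the small adult library. Cells with these barcodes made up 46 of its 117 analysed cells (39.3%), so the small library may hold fewer cells of adult animal 2 than its cell count. Among the other 65 pairs of libraries 0 to 51 barcodes were shared, with a lowest unadjusted p of 0.0385. No biological explanation was tested for shared barcodes.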

How the results depend on the processing

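The alternatives that left out adult-like cells or spermatogonia of sub-clusters led by spermatid genes were chosen only after the results were seen, and the others were planned. Where no reason is given below, the cause was not tested.

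Of the class changes followed through the alternatives, 14 of 17 kept their sign in every one. The others were T cells in both comparisons of aged animals, and Leydig and interstitial cells between seasons in adults, which changed by 0.056 with germ and non-germ cells as separate denominators. With 1 library or animal left out, 48 of 65 class values kept their direction and side of the threshold, and with another alternative 110 of 129 did. For gene lists these were 32 of 41 and 90 of 98, for named genes 114 of 161 and 361 of 418, and for counts of genes 6 of 28 and 37 of 64 stayed within 1.5 times. The number of classes past the threshold between seasons in adults stayed at 0 throughout.

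With the animal as a replicate block, 6407 genes passed between seasons in adult, 129 in aged and 674 in prepubertal animals, and 2260 in the interaction. With this pairing 1 class passed in prepubertal animals, and elongated spermatids changed by -6.41 and round spermatids by -6.50, neither past the threshold. The undifferentiated share in adults (-5.40) and the oxidative phosphorylation list in early spermatocytes (-0.27) passed under the block, and the list in spermatogonia changed sign (-0.0016). Of the named genes, PPP1R32 (5.47), RRAD (3.53) and the 3 genes of prepubertal peritubular cells no longer passed, and VIM in early (-2.43) and CD44 in late spermatocytes (3.02) did. The block changed no other call among the classes, lists and named genes. No paired analysis was possible for the age comparisons because the age groups hold different animals.

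With DESeq2, 7 genes passed between seasons in aged and 132 in prepubertal animals, and STAB1 changed by 0.086. With its size factors in edgeR 1 gene passed in aged animals and 12 in the interaction. These factors shifted the median change of all genes by over 0.1 log2 in 13 of 63 fits, by -0.18 to 0.32. Without a filter on low counts, which also changes how many genes are tested, 1589, 137 and 659 genes passed between seasons in adult, aged and prepubertal animals, 455 in the interaction and 5833 from adult to aged animals. The MHC class II median was then 0.078, STAB1 changed by 0.14 and the oxidative phosphorylation median in spermatogonia was -0.060.

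With at least 10 cells per library 577 genes passed between seasons in adults. With at least 50 cells, which removes whole libraries and classes, 591 passed in adult and 9 in aged animals and 121 in the interaction, PRSS21 in late spermatocytes changed by 0.12 and the oxidative phosphorylation median there was 0.085. With totals thinned to be equal within a class, which discards counts of the deeper libraries, 22, 1 and 1 genes passed in adult, aged and prepubertal animals. COL1A1 in Sertoli cells then changed by -3.85 and PRSS21 in late spermatocytes by 4.51. With doublets kept, 10 genes passed in aged and 34 in prepubertal animals, and the undifferentiated share in adults (-5.28) passed.

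In breeding libraries alone, with fewer cells, 327 genes passed from adult to aged animals and 6 classes from prepubertal to adult animals. The MHC class II median there was -0.71, the steroidogenic median was 0.23, and CD3D changed by 0.0023 and STAB1 by 0.24. The double-negative difference was -1.48 percentage points, with 1 adult animal. In non-breeding libraries alone 237 genes passed from adult to aged and 406 from prepubertal to adult animals, the MHC class II median was 0.00060, and 0 classes passed from adult to aged animals, with Sertoli cells at -4.41.

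From adult to aged animals 0 classes passed with TMM factors over classes (Sertoli cells at -4.53), with mitochondrial counts up to 10% (-4.09) or without sub-clusters led by spermatid genes (-4.38), and 3 passed with separate denominators. From prepubertal to adult animals 1 class passed at the lower clustering resolution and 1 with separate denominators, 2 without sub-clusters led by spermatid genes and 3 without adult-like cells. Between seasons in prepubertal animals 0 classes passed at the lower resolution, where late spermatocytes changed by -8.78, round spermatids by -7.09 and elongated spermatids by -6.80. Without adult-like cells 0 classes passed there, round spermatids changed by -5.46 and 0 genes passed, which follows from the removal of nearly all cells concerned. Without sub-clusters led by spermatid genes, which leaves 21 of the 175 spermatogonia of the adult breeding library, 114 genes passed between seasons in adults.

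With 1 library or animal left out, the genes past the threshold numbered 3 to 2977 between seasons in adult, 21 to 172 in aged and 0 to 140 in prepubertal animals, 1 to 778 in the interaction, 225 to 2859 from adult to aged and 4975 to 7980 from prepubertal to adult animals. The low counts of adults and of the interaction came without the breeding library of adult animal 1, where 2 classes could be fitted. The high ones came without the non-breeding library of adult animal 2. Classes past the threshold numbered 0 to 1 between seasons in aged animals, 0 to 4 in prepubertal animals, 0 to 0 from adult to aged and 0 to 4 from prepubertal to adult animals. T cells changed by -4.92 to 0.87 between seasons in aged animals and by -1.01 to 4.15 with age, and the sign reversed without aged animal 1 or its non-breeding library. Sertoli cells changed by -4.70 to -3.96 with age. In prepubertal animals elongated spermatids changed by -7.77 to -6.79, late spermatocytes by -9.68 to -8.70 and round spermatids by -7.86 to -6.88.

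List medians with 1 library or animal left out were -0.57 to 0.98 for MHC class II, -0.36 to 0.016 for tight junction genes in early spermatocytes and -0.14 to 0.13 for steroidogenic genes with age. For oxidative phosphorylation they were -0.26 to -0.036 in early spermatocytes, -0.92 to 0.085 in late spermatocytes and -0.051 to 0.16 in spermatogonia. The undifferentiated share changed by -3.32 to -0.98 with age. CD44 changed by -6.80 to 4.73, PRSS21 in late spermatocytes by -1.15 to 0.12, SPAG16 by -0.059 to 0.68 and STAB1 by -0.62 to 0.55. The lowest values of CD44 and PRSS21 came without the breeding library of adult animal 1, which left 46 late spermatocytes in that arm. The 25 genes named for the size of their change kept their direction in every alternative run for them.

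Depth limits what the adult breeding season can show. Its second library held 959819 UMIs in 333 barcodes, of which 117 were analysed, against 23072680 or more UMIs in each other library. With the first library left out, 9 of the 11 classes had no adult breeding value in the season tests of genes. Changes in cell shares could still be fitted.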

Other observations

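The tests of free RNA across somatic classes, in SPAG16 and in genes changed in adult somatic cells, and the test of depth in T cells, were planned. The tests on interstitial cells of a single library, on adult-like cells, on age genes of germ cells, on germ cell RNA in peritubular cells and on the T cell share were chosen only after the results were seen.

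Spermatid transcripts were found in somatic classes of the 7 adult and aged libraries with enough cells. Over these libraries, the share of spermatids among a library's cells and the log2 level of elongated spermatid markers in its somatic classes correlated with a Pearson r of 0.820 (exact permutation p 0.0583) and a Spearman rho of 0.643 (exact permutation p 0.139). Without the 2 libraries farthest from the median spermatid share r was 0.967 over 5 libraries. Free RNA from germ cells and a property of the groups cannot be told apart here, since neither test passed and the groups differ in spermatid share. Free RNA adds UMIs per droplet, so classes were compared by spermatid UMIs per cell. Within a library the highest somatic class held 1.36 to 5.17 times as many as the lowest (median 2.99). The highest ratio was that of the non-breeding library of adult animal 1, where Leydig and interstitial cells held 16.4 spermatid UMIs per cell, Sertoli cells 3.69 and myeloid cells 3.18. In the non-breeding library of adult animal 2 the ratio was 4.08, so the level of these interstitial cells and an uneven background of free RNA cannot be told apart, and germ cell fragments attached to them were not tested.

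Without the animal as a replicate block, all 91 genes that passed between seasons in adult somatic classes lie in peritubular cells. With the block 0 of them passed, and the somatic calls lay in the other classes, with the highest count in Sertoli cells. The block rests there on the pair of libraries of adult animal 1, and what follows concerns the 91 genes only. Leaving out genes over 10 times higher in germ cells than in the class left all 91, but 0 of the 91 met that limit and levels in the class include any germ cell RNA in it, so this says nothing on free RNA. In a second test, germ cell RNA of the breeding library of adult animal 1 was added to the adult non-breeding peritubular profile until spermatid markers reached their breeding level (54789.5 CPM, against 9216 CPM in the non-breeding season), which took 52.3% of the RNA. For 81 of the 84 genes that are not such markers (96.4%) this gave at least 0.5 times the observed change, and the median change was 2.62 where 2.76 was observed (log2). Of these genes 59.5% were over 10 times higher in germ cells than in non-breeding peritubular cells, against 5.46% of the genes tested. Germ cell RNA in these cells, whether free, from doublets or from attached germ cells, is therefore a candidate explanation for most of the calls, and a change with season stays open.

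Of 19 spermatid marker transcripts in myeloid cells, 15 were higher in aged than in adult animals, the direction of SPAG16 there. The SPAG16 level in myeloid cells may therefore follow free RNA from germ cells, and no change of macrophages was separated from it.

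Genes called with age in spermatogonia and early spermatocytes were spermatid genes in 63.3% of cases (64.2% and 62.9% in the 2 classes), against 4.49% of the genes tested. Spermatid RNA in these cells is a candidate explanation for most of those calls, and a true change with age stays open for all of them. Season stays open as well, since the summed libraries of adult and aged animals mix the seasons differently. In spermatogonia a shift toward sub-cluster 1 stays open too and was not tested for these calls. It made up 24.1% to 92.6% of the spermatogonia of aged libraries and 0.135% and 5.37% of those of adult non-breeding libraries. In the breeding library of adult animal 1 it made up 84.6%.

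The double-negative share of cells called T cells, which may include natural killer cells, was higher in aged animals. The difference was 6.53 percentage points at 1000 UMIs per cell, 1.91 at 500 and 2.40 unthinned, without order in depth. In a second draw of 1000 UMIs, 10.7% of adult and 9.69% of aged cells held a UMI of CD4, CD8A or CD8B. Depth, age and the random draw cannot be told apart as the source. The exact permutation p of 2 against 2 animals is at least 0.333. The higher T cell share of aged animals (log2 change 3.19) may rest on aged animal 1, without which the change was -1.01. An event in that animal or its library stays open, and a general rise has no support here. A true immune infiltrate was not separated from blood cells in that animal.

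The non-breeding library of prepubertal animal 1 held 1124 cells (11.7%) in clusters of older animals, late spermatocytes and spermatids among them. In 7 of 7 clusters with a profile to compare, these cells were closest to the non-breeding library of adult animal 1, with a median r across genes of 0.874. Cells drawn from that adult library had a median r of 0.898 with the rest of it and of 0.806 with the other adult animal, and the adult-like cells lay above the latter in 5 of 7 clusters. The whole prepubertal library shared 36 barcodes with that adult library against 27.0 expected by chance, and 6 of these belonged to adult-like cells. A candidate explanation is that cells of an adult suspension were mixed in before capture. Reads or barcodes added after capture are argued against by the adult-like Sertoli cells, which held 0.894 times the spermatid transcripts of the other Sertoli cells of their library (133 and 149 CPM) and far below the adult library's 880 CPM. Other classes differed. The adult-like interstitial cells held 67.8 times the level of the other interstitial cells (19389 and 286 CPM, against 13710 CPM in the adult library), and the adult-like peritubular cells held 254 CPM against 8268 CPM in the adult library. Clusters shared with other prepubertal libraries could not be counted as adult-like, so whether that suspension was mixed in as a whole was not tested. Spermatogenesis begun in that testis is argued against by the other testis of the animal, from the breeding season, where 0 of 6795 cells were late spermatocytes or spermatids, a limit of 0.0442%.

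The number of cells analysed here was 102720 in 11 named classes. The classes were rebuilt from markers and the cell filters differ, so differences from the study's cell types may come from the names.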
